# Topological morphogenesis of neuroepithelial organoids

**DOI:** 10.1038/s41567-022-01822-6

**Published:** 2022-11-21

**Authors:** Keisuke Ishihara, Arghyadip Mukherjee, Elena Gromberg, Jan Brugués, Elly M. Tanaka, Frank Jülicher

**Keywords:** Biological physics, Membrane biophysics

## Abstract

Animal organs exhibit complex topologies involving cavities and tubular networks, which underlie their form and function^1–3^. However, how topology emerges during the development of organ shape, or morphogenesis, remains elusive. Here we combine tissue reconstitution and quantitative microscopy to show that tissue topology and shape is governed by two distinct modes of topological transitions^4,5^. One mode involves the fusion of two separate epithelia and the other involves the fusion of two ends of the same epithelium. The morphological space is captured by a single control parameter that can be traced back to the relative rates of the two epithelial fusion modes. Finally, we identify a pharmacologically accessible pathway that regulates the frequency of two modes of epithelial fusion, and demonstrate the control of organoid topology and shape. The physical principles uncovered here provide fundamental insights into the self-organization of complex tissues^6^.

## Abstract (web summary)

During development, tissues with complex topology emerge from collections of cells with simple geometry. This process in neuroepithelial organoids is governed by two topologically distinct modes of epithelial fusion.

## Main

Tissue morphogenesis is the emergence of increasingly complex geometry and topology out of a simple group of cells^7^. The geometry of a tissue characterizes its size and shape, and its topology defines how different parts are connected and characterizes the organization of cavities and passages between them^2,8^. Fundamental morphogenetic processes proceed as a series of size and shape changes and topological transitions^3,6,9,10^. For example, gastrulation involves the invagination of an epithelial cell layer of initially spherical topology that eventually transitions to a toroidal topology serving as the precursor for the passage connecting the mouth to the other end^1^. In the case of vasculogenesis, endothelial tissues form tubular geometries that connect and result in complex topological networks with branches and loops^11^. Fluid-filled cavities called lumens form the basis of transport networks such as bile canaliculi in the liver^12^ and ventricles in the brain^13^. Pathological conditions such as polycystic kidney disease are associated with altered organ topology^14^. Thus, topological and geometric transitions play a key role during morphogenesis and in organ function. However, the principles that guide the interplay of topology and geometry in formation of complex organ architectures remain unknown.

To address this fundamental issue, we make use of recent advances in three-dimensional (3D) organ reconstitution that provide accessible and controllable experimental systems to study how a simple assembly of cells dynamically organizes into tissues with complex architectures^15,16^. We differentiate mouse embryonic stem (ES) cells in vitro as free-floating aggregates that develop into neuroepithelial organoids in four days (Fig. 1a and Extended Data Fig. 1a)^17,18^. Staining of apical surfaces (anti-ZO1, anti-PODXL) suggests that this process involves the formation of fluid-filled lumens. The apical surface of these organoids contained many passages (Fig. 1a, top), indicating the emergence of complex tissue geometry and topology. Here, to explore organoid morphogenesis, we set out to quantify geometry and topology and use biochemical perturbations to influence geometric and topological changes. Retinoic acid (RA) is known to act as a morphogen and to instruct the size and shape of the developing neural tube^19^. We found that RA treatment at day 2 of differentiation had a substantial influence on the geometry and topology of organoids. Staining of apical surfaces revealed the emergence of multiple epithelial lobules by day 4 (Fig. 1a, zoomed-in view, bottom), in contrast to untreated organoids that are dominated by one large lobule (Fig. 1a, untreated).

**Fig. 1:**
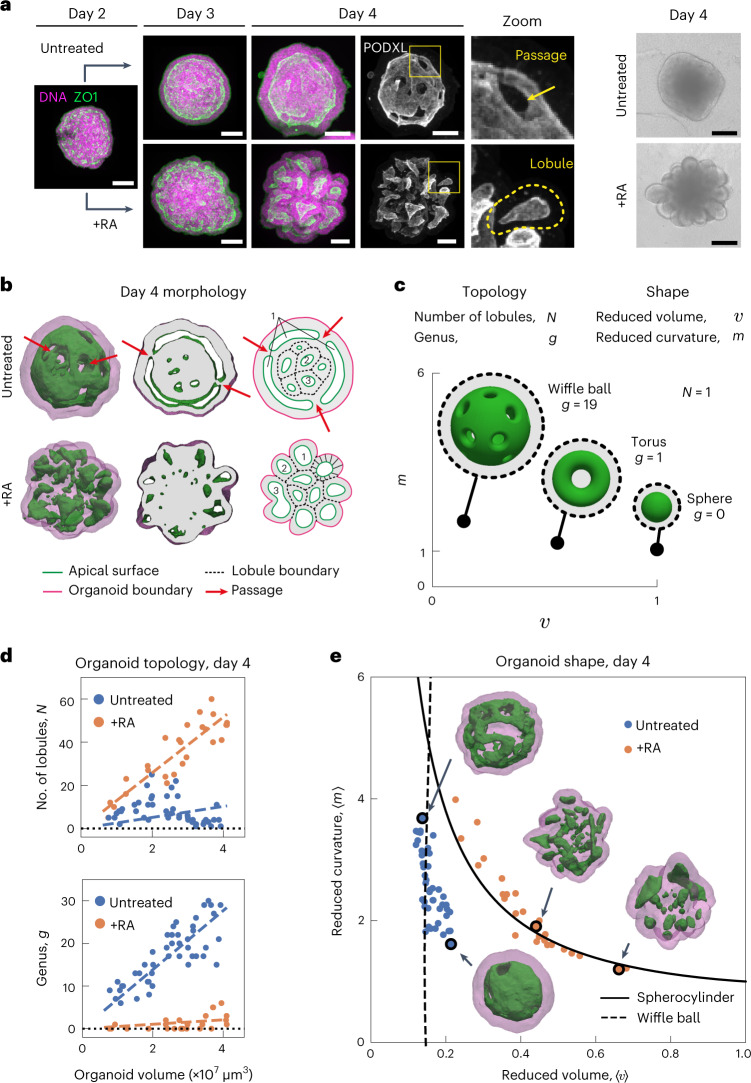
Topology and shape of neuroepithelial organoids. **a**, Neuroepithelial organoids with different morphologies were generated in the presence or absence of RA. Immunofluorescence for ZO1 (green) and PODXL (white) marks the apical membranes. DNA staining (magenta) marks the entire organoid. The images are the maximum intensity projections of volumetric images. Extended Data Fig. 1a shows the images of individual confocal slices. The example of passages on the apical surface (zoom, top row). Example of an epithelial lobule (zoom, bottom row). Bright-field images show the difference in the outer morphology of organoids in the two conditions. **b**, Organoid morphology is visualized by the surface renderings of the organoid outer boundary (magenta, transparent) and its apical surfaces (green) for day 4 immunostained samples in **a**. In the cross sections, the grey regions indicate the volume occupied by the cells, whereas the white regions indicate the fluid-filled lumens. The schematic shows how organoids are divided into epithelial lobules annotated with numbers 1, 2 and 3. Extended Data Fig. 1c shows a schematic of the cell-level interpretation of passages. **c**, Topology of an organoid is quantified by the number of epithelilal lobules *N* and total genus *g*. The shape of the organoid is quantified by the average reduced volume 〈*v*〉 and average reduced curvature 〈*m*〉, calculated from the values of all the epithelial lobules (Extended Data Fig. 2c, Methods and Supplementary Note). **d**, Topology of untreated (blue, *n* = 45) and RA-treated organoids (orange, *n* = 27) at day 4 are characterized by the number of epithelial lobules *N* and total genus *g*, and displayed with respect to the organoid volume. Organoids of different sizes were generated by varying the number of cells to be seeded at day 0 from 300 to 2,400 cells. The dashed lines are linear fits with zero intercept. **e**, Shape of untreated and RA-treated organoids are represented in the shape diagram, based on the average reduced volume 〈*v*〉 and average reduced curvature 〈*m*〉. The parametric curves for the wiffle ball (four passages, *d*/*R* = 0.15; dashed line) and spherocylinders (solid line) serve as guides. The morphology of the representative organoids (black circles) from both conditions are displayed. Extended Data Fig. 1e shows the shapes of individual lobules in these organoids. Scale bars, 100 μm. Source data

To quantify organoid geometry and topology, we segmented the organoid architecture and constructed triangular meshes to define the outer (magenta) and apical surfaces (green) (Fig. 1b, Methods, Supplementary Videos 1 and 2, and Extended Data Fig. 1b). This allowed us to quantify key geometric and topological measures for each organoid (Extended Data Fig. 2a,b). Using the apical surface to define distinct epithelial lobules, we characterized organoid topology by the number of lobules *N* and their topological genus *g*, and the shape of each lobule by its reduced volume *v* and reduced curvature *m* (Fig. 1c and Supplementary Note). Organoid shape is then characterized by the average of the reduced volumes and reduced curvatures over all the lobules, 〈*v*〉 and 〈*m*〉, respectively (Methods and Extended Data Fig. 2c). We observed that untreated organoids contained large lobules with high genus *g* that increased with organoid volume (Fig. 1d and Extended Data Fig. 1d), with shape and topology that can be qualitatively captured by the wiffle ball morphology (compare with Fig. 1b,c, inset). In contrast, RA-treated organoids contained lobules of spherical topology (*g* = 0), with lobule number *N* increasing with organoid volume (Fig. 1d and Extended Data Fig. 1d).

The geometry of organoids can be represented in a shape diagram (〈*v*〉, 〈*m*〉) (refs. ^20–22^) (Fig. 1e). Untreated organoids at day 4 (blue points) had similar average reduced volumes 〈*v*〉 around 0.15, but varying in average reduced curvature 〈*m*〉 falling approximately on a vertical line (Fig. 1e, dashed line). This line corresponds to wiffle ball configurations for varying passage sizes (Supplementary Note). For RA-treated organoids at day 4 (Fig. 1e, orange points), the average reduced volume 〈*v*〉 decreases for increasing average reduced curvature 〈*m*〉. This trend falls on the line (solid) corresponding to spherocylinder shapes of varying aspect ratios, ranging from spheres to tubes (Fig. 1e and Supplementary Note). Thus, by day 4, untreated organoids develop into a morphology dominated by a large lobule of high genus resembling a wiffle ball, whereas RA-treated organoids develop into many lobules of low topological genus consisting of spherocylinders.

To address how and when these two different organoid morphologies emerge, we imaged SiR-actin-labelled organoids using light sheet microscopy over 48 h from day 2 to 4 (Fig. 2a, Extended Data Fig. 3a, and Supplementary Videos 3 and 4). At the initial stages of imaging at day 2, organoids in both conditions contained numerous small spherical lobules, which fused with each other and gave rise to elongated and tubular lobules (Supplementary Videos 5 and 6 show the surface renderings). From day 2 to 3, the organoid shapes in both conditions followed a trajectory along the spherocylinder branch in the shape diagram, starting from elongated spheres (〈*v*〉 ≃ 1, 〈*m*〉 ≃ 1) and increasing in aspect ratio (Fig. 2b). At about 24 h of imaging (day 3), the organoid shapes reached a region in the shape diagram where the wiffle ball and spherocylinders morphologies meet (intersection of solid and dashed lines in Fig. 1e; (〈*v*〉 ≃ 0.15, 〈*m*〉 ≃ 5)). After 24 h, the shape trajectories for the two conditions diverged. Untreated organoids transitioned from the spherocylinder branch to the wiffle ball branch, decreasing the average reduced curvature with time and maintaining a small average reduced volume (Fig. 2b, left). In contrast, RA-treated organoids remained on the spherocylinder branch, but returned towards larger average reduced volumes by day 4 (Fig. 2b, right). During the two days of imaging, the number of lobules *N* decreased monotonically in a similar manner for both conditions (Fig. 2c and Extended Data Fig. 3c). The trajectories of the total genus *g* in both conditions remained low until about 24 h, after which they diverged. In the untreated condition, *g* increased over time to large values from day 3 to 4, whereas in the RA-treated condition, *g* remained small even at day 4 (Fig. 2d).

**Fig. 2:**
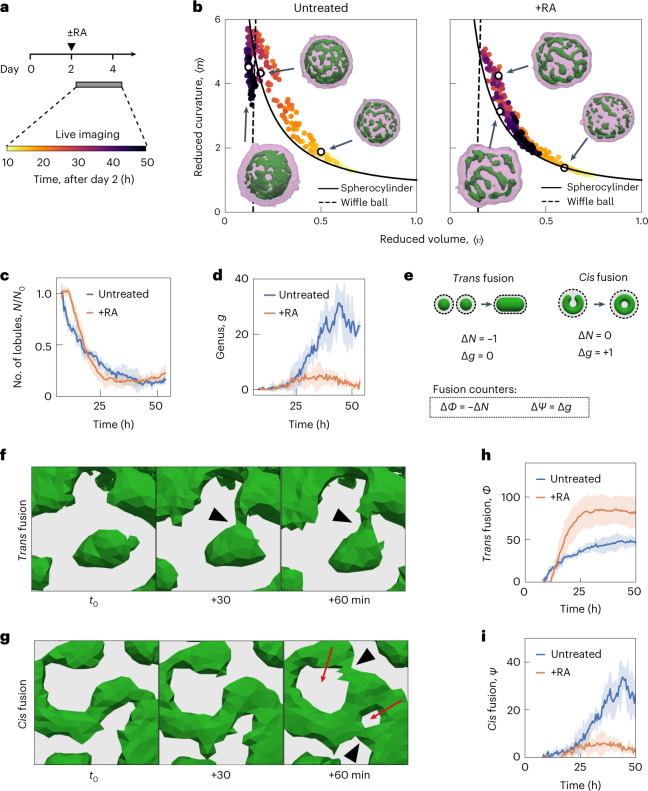
*Trans* and *cis* modes of epithelial fusion underlie the emergence of organoid topology and shape. **a**, Experimental timeline for the live imaging experiment to observe organoid morphogenesis. For each time point, 3D images of SiR-actin were used to segment and reconstruct the surfaces that represent the tissue outer boundary (magenta) and apical membranes (green). **b**, Organoid shape trajectory from day 2 to 4 for *n* = 3 untreated organoids (left) and *n* = 4 RA-treated organoids (right). The parametric curves for the wiffle ball (four passages, *d*/*R* = 0.15; dashed line) and spherocylinders (solid line) serve as guides. Time indicates hours after RA treatment on day 2. Extended Data Fig. 3b shows the shape trajectory of the largest lobule in the organoids. **c**, Temporal change in the number of lobules *N* normalized to the beginning of the video for each organoid. Extended Data Fig. 3c shows the number of lobules *N*. **d**, Temporal change in the total genus *g* of organoids. Extended Data Fig. 3d shows the temporal change in the genus of the largest lobules. **e**, *Trans* fusion and *cis* fusion are two distinct modes of topological transitions that underlie organoid morphogenesis. We define the counting variables for *trans* and *cis* fusion solely based on the changes in topological *N* and *g*. The schematic shows the typical geometric changes for epithelial fusion observed in our experiments. **f**, Example of *trans* fusion in which two separate epithelial lobules fuse their apical surfaces (green). **g**, Example of *cis* fusion in which a single epithelial lobule (apical surface, green) fuses with itself. The grey regions indicate the volume occupied by the cells. The arrowheads indicate the location of fusion. The red arrows indicate newly formed passages. **h**, Cumulative number of *trans* fusion events *Φ* over time. **i**, Cumulative number of *cis* fusion events *Ψ* over time. For **c**, **d**, **h** and **i**, the error bars indicate the standard deviation of *n* = 3 untreated and *n* = 4 RA-treated organoids. Source data

The time dependence of lobule number and total genus indicated that topological transitions occur during organoid morphogenesis from day 2 to 4. A close examination of the apical surface triangulations revealed that topological transitions occurred as two distinct modes of fusion processes irrespective of geometry. One mode of fusion, which we call *trans* fusion, involves two separate lobules that fuse with each other (Fig. 2e, left). This results in a reduction in lobule number by one (Δ*N* = −1). The second mode of fusion, which we call *cis* fusion, involves a single lobule that fuses with itself to create a passage (Fig. 2e, right). This results in an increase in genus by one (Δ*g* = +1). Experimentally observed examples of *trans* and *cis* fusion are shown in Fig. 2f,g, respectively, and a schematic is shown in Fig. 2e. We defined the counters for *trans* and *cis* fusion (Fig. 2e), and quantified the cumulative fusion events from day 2 to 4. In both conditions, the early time points are dominated by *trans* fusion events (Fig. 2h), whereas beyond the 24 h time point, *cis* fusion is the primary mode of fusion observed only for untreated organoids (Fig. 2i). Thus, we discovered that organoid topologies emerge from distinct modes of fusion, namely, *trans* and *cis* fusion, where only the latter leads to the creation of passages and epithelial tissues with non-spherical topology.

These findings suggest that the topology and shape of the emerging tissue are determined by the *trans* and *cis* modes of topological transitions that are generated during morphogenesis. This raises the question of which epithelial properties determine the dominant mode of fusion and how they are controlled. One possibility is that tissue mechanics^23–25^ governs the fusion events and favours one mode of fusion over the other. An example of a mechanical property that distinguishes between the *trans* and *cis* modes of fusion is the bending energy of a fluid surface^21,26–29^

1 $${E}_{\mathrm{b}}=\int [\kappa {H}^{2}+\bar{\kappa }K]\mathrm{d}A,$$

where *H* denotes the local mean curvature of the surface, *K* denotes the Gaussian curvature and d*A* is the area element. For fluidized epithelial surfaces, the bending rigidities can be estimated from cell-based physical models of tissue mechanics^30–34^ (Supplementary Note). The bending rigidity *κ* and Gaussian rigidity $$\bar{\kappa }$$ are elastic moduli that describe the resistance of the shape to bending and saddle-splay deformations, respectively. Note that ∫*K*d*A* = 4π(*N* − *g*) only depends on the indices *N* and *g* counting the lobules and passages, respectively. Therefore, Gaussian rigidity $$\bar{\kappa }$$ describes the resistance to topological changes. In addition, bending rigidity *κ* not only governs changes in shape, but also changes in lobule number *N*. We discuss how $$\bar{\kappa }$$ and *κ* could affect the mode of fusion by comparing bending energy *E*_b_ before and after fusion (Fig. 3a and Supplementary Note). Briefly, the change in *E*_b_ associated with *trans* fusion of two lobules (Fig. 3a, left) is $${{\Delta }}{E}_{\mathrm{b}}\simeq -4\uppi (\kappa +\bar{\kappa })$$; thus, *trans* fusion is energetically favoured when $$\kappa +\bar{\kappa } > 0$$. The change in *E*_b_ for *cis* fusion is $${{\Delta }}{E}_{\mathrm{b}}\simeq -4\uppi \bar{\kappa }$$; thus, passage formation via *cis* fusion in a lobule is energetically favoured when $$\bar{\kappa } > 0$$ (Fig. 3a, right). If $$\bar{\kappa } < -\kappa$$, neither *trans* or *cis* fusion is energetically favoured. These criteria can be summarized in a state diagram as a function of the ratio $$\bar{\kappa }/\kappa$$ of the two elastic moduli, which is the reduced Gaussian rigidity. We can distinguish three parameter regions, where morphologies evolve differently when starting from an initial state of *N* spherical lobules (Fig. 3b). In region I, $$\bar{\kappa }/\kappa < -1$$ and fusion is energetically disfavoured. The system remains in a configuration with many spherical lobules (large *N*, *g* = 0). In region II, $$-1 < \bar{\kappa }/\kappa < 0$$ and only *trans* fusion is energetically favoured. In this case, lobules will tend to fuse, resulting in fewer lobules of spherical topology (small *N*, *g* = 0). In region III, $$0 < \bar{\kappa }/\kappa$$, both *trans* and *cis* fusion are energetically favoured. As a result, large lobules with many passages exemplified by wiffle ball morphology emerge (small *N*, large *g*). Our results suggest that RA treatment shifts the behaviour of the system from region III to region II. To test this idea, we estimate the scaled bending energy *E*_b_/*κ* of lobule geometries as a function of time (Supplementary Videos 7, 8, 9 and 10) considering different values of reduced Gaussian rigidity $$\bar{\kappa }/\kappa$$ (Methods, Fig. 3c (left) and Extended Data Fig. 4). Only for positive $$\bar{\kappa }/\kappa$$ corresponding to region III, scaled bending energy *E*_b_/*κ* decreases with time for untreated organoids, consistent with the idea that untreated organoids operate in region III. After RA treatment, a decrease in scaled bending energy *E*_b_/*κ* with time requires a shift in $$\bar{\kappa }/\kappa$$ to negative values (Fig. 3c, right). This suggests that after RA treatment, the mechanical properties of the epithelia is modified, possibly leading to a reduction in $$\bar{\kappa }/\kappa$$ below zero at later times.

**Fig. 3:**
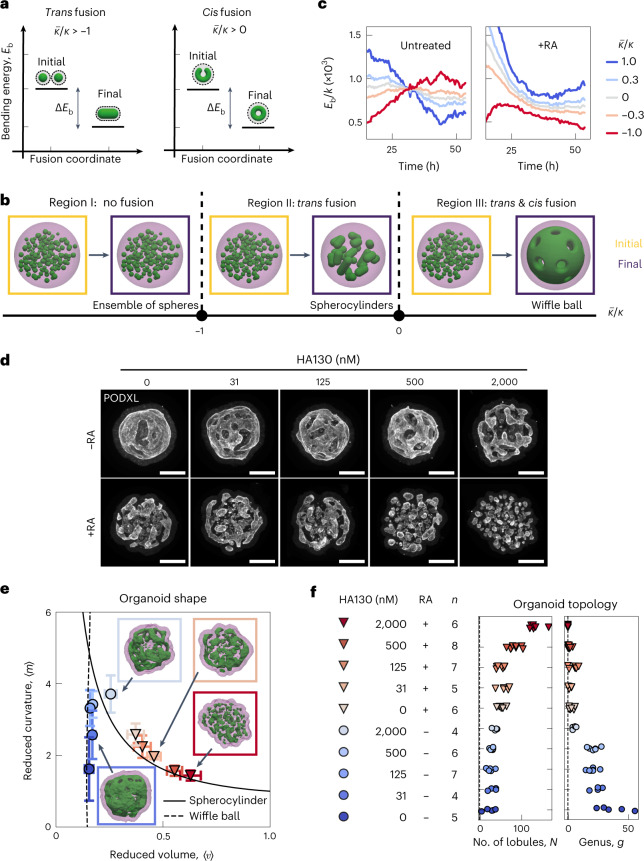
Energetics of *trans* and *cis* fusion and pharmacological control of organoid morphogenesis. **a**, Change in bending energy Δ*E*_b_ is depicted for *trans* and *cis* fusion. The conditions for Δ*E*_b_ < 0 is denoted for both fusion modes in terms of topological rigidity $$\bar{\kappa }/\kappa$$. **b**, State diagram of organoid morphology is shown as a function of reduced Gaussian rigidity $$\bar{\kappa }/\kappa$$. Three regions depict the initial (yellow) and final (purple) morphologies. Region I, $$\bar{\kappa }/\kappa < -1$$: an ensemble of spheres is stable and no fusion is favoured. Region II, $$\bar{\kappa }/\kappa > -1$$: *trans* fusion leads to the formation of tubular lobules with spherical topology. Region III, $$\bar{\kappa }/\kappa > 0$$: both *trans* and *cis* fusion are favoured and leads to lobules with wiffle ball morphology. **c**, Temporal evolution of scaled bending energy is shown for various values of $$\bar{\kappa }/\kappa$$, estimated from triangulated meshes $${E}_{\mathrm{b}}/\kappa =\sum {H}_{i}^{2}{A}_{i}+4\uppi (\bar{\kappa }/\kappa )(N-g)$$, where index *i* traverses all the faces in the system. Extended Data Fig. 4a shows the evolution of individual terms and Extended Data Fig. 4b shows the corresponding energy for the largest lobule in the system. Estimations were made for the same *n* = 3 untreated and *n* = 4 RA-treated organoids represented in Fig. 2. **d**, Treatment with HA130 leads to organoid morphologies that are consistent with the attenuation of epithelial fusion, both in the absence (top row) and presence (bottom row) of RA. Supplementary Videos 11 and 12 show the surface rendering examples. **e**, Shape of organoids cultured in varying concentrations of HA130. The error bar indicates 95% confidence interval for each condition (**f** shows the legend and *n* organoids). Organoid morphology is visualized by the surface renderings of the organoid outer boundary (magenta, transparent) and its apical surfaces (green) for day 4 samples shown in **d**. The parametric curves for the wiffle ball (four passages, *d*/*R* = 0.15; dashed line) and spherocylinders (solid line) serve as guides for the shape diagram. **f**, Topology of organoids cultured in varying concentrations of HA130. Source data

Thus, the primary effect of RA treatment on topological morphogenesis is consistent with a decrease in the reduced Gaussian rigidity $$\bar{\kappa }/\kappa$$. This raises the question whether we can tune the relative rates of *trans* and *cis* fusion via further molecular perturbations and control the topological morphogenesis. 

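R1 cells, a mouse embryonic stem cell line, were grown into organoids in Matrigel and collected at day 2, before treatment, and at 7 later time points with or without 250 nM all-trans RA. These were 8 h, 18 h and 30 h after day 2 and then every 12 h up to 78 h. Each of these 15 cell populations had 3 biological replicates, which gave 45 RNAseq libraries. The protocol in the sample labels gives the dose as 250 µM, has 0 h but no 8 h, and has 68 h and 80 h where the paper and the sample titles have 66 h and 78 h. The paper's dose and times are used here. The authors trimmed the reads, removed abundant sequences, aligned the rest to the GRCm38 genome with STAR, counted reads per gene with featureCounts and deposited the counts of 54532 genes without normalization. The paper names a directional library kit. Its text does not name the strand setting of the counting or its treatment of reads that match several places. Antisense genes, if strand was ignored in the counting, and near-identical copies can thus share reads. Total counts per library lay between 17298632 and 39688686, with a median of 25923745 over the 3 day 2 libraries, 26399736 over the 21 untreated libraries and 25589503 over the 21 RA-treated libraries. At 18 h the untreated libraries had 23250799 to 39688686 counts and the RA-treated libraries 21656865 to 23361191, and at 30 h the ranges were 17298632 to 28306086 and 30009417 to 32449302. From the counts, RA-treated and untreated libraries of each time point were compared with edgeR's quasi-likelihood test after TMM normalization, with the 6 libraries of that time point in each fit. Genes with low counts were removed with filterByExpr, and genes were called at a Benjamini-Hochberg adjusted p under 0.01 and a log2 fold change above 1 or below -1, the thresholds of the paper. Levels are given in CPM, counts scaled to library size, after TMM normalization. Replicate libraries differed by more than sampling noise in each of the 45 replicate pairs, with a mean chi-square per gene of at least 1.97. Such an excess alone does not show that the organoids were grown separately. The libraries were counted as separate samples because the paper describes them as biological replicates. The libraries were not uniform in the expression of 4 genes of the Y chromosome (Ddx3y, Eif2s3y, Kdm5d and Uty). Their mean lay between 1.22 and 3.73 CPM in RA 8 h replicate 3, the 3 untreated libraries at 30 h and RA 30 h replicates 1 and 3, and between 22.6 and 89.9 CPM in the other 39 libraries. All 6 libraries at 18 h were in the higher range, and at 30 h RA replicate 2 was the only one there.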

To identify such a molecular pathway, we performed RNA sequencing (RNAseq) on organoids treated with or without RA (Methods). RA treatment led to a broad change in the expression of developmental genes (Supplementary Table 1 and Extended Data Fig. 5) consistent with previous work^35,36^. 

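At 18 h after day 2, 1348 genes were upregulated and 455 downregulated by RA treatment among the 16508 genes tested, and at 30 h 994 were upregulated and 412 downregulated among 16631. The 2 time points shared 576 upregulated and 166 downregulated genes, and 1 gene was called in opposite directions. By library number, RA 30 h replicates 2 and 3 are of a later series than the other libraries at 30 h. The series is thus partly confounded with RA in the counts at 30 h and in those shared by both time points. Across the 15858 genes tested at both, the log2 fold changes at 18 h and 30 h had a Pearson's r of 0.757 and a Spearman's rho of 0.678; genes are not independent replicates. Sets of developmental genes, fixed by their symbols beforehand, were compared with the other tested genes by a one-sided Fisher's exact test, adjusted over 27 sets by the Benjamini-Hochberg method. Of 134 tested members of families of developmental transcription factors, 45 were upregulated and 8 downregulated at both time points, which is 39.6% against 4.38% of the other genes (adjusted p = 3.4e-34). Of 22 tested Hox genes, 20 were upregulated at both time points and 0 were downregulated, also at an unadjusted p under 0.05 (adjusted p for the set = 5.6e-24). The remaining Hox genes were Hoxd13 and Hoxa9. The Hox genes are also members of the set of developmental transcription factors, so that the 2 results overlap. Genes of a family are not independent draws, and the p-values of such sets can be too small. Among genes of the RA pathway, 8 of 16 tested were upregulated and 1 was downregulated at both time points (adjusted p = 7.8e-08). Of 12 genes of the early epiblast, 7 were downregulated (adjusted p = 2.1e-06). Of the 81 ribosomal protein genes and 38 proteasome genes tested as control sets, 0 were called at both time points, and at an unadjusted p under 0.05 in both 1 and 0 rose and 22 and 8 fell. The filter on low counts moved the Hox result most: with at least 10 counts required in every library, 7 Hox genes were upregulated at both time points. Genes were singled out among those called at both time points whose groups did not overlap at either and whose mean was at least 1 CPM. Among these, ccdc198, Hoxb5, Zfp703 and Cyp26a1 were some of the genes with the largest rise at 18 h, and the last 3 had log2 fold changes of 7.74, 7.04 and 6.63. For ccdc198 all untreated libraries at 18 h had at most 3 counts, and expression was at least 50.4-fold higher with RA. Zfp703 rose from 1.54 ± 0.486 CPM (SD, n = 3) in untreated to 207 ± 13.2 CPM (SD, n = 3) in RA-treated organoids at 18 h, a log2 fold change of 7.04 (standard error 0.12, adjusted p = 4.0e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cyp26a1, which encodes an enzyme that degrades RA, rose from 2.75 ± 0.433 CPM to 276 ± 14.4 CPM (SD, n = 3 each) at 18 h, and its log2 fold change was 3.19 at 30 h. The RA-treated libraries at 30 h varied widely, at 31.0 ± 22.9 CPM (SD, n = 3). With a library left out, the value at 30 h ranged from 2.39 to 3.47 and its adjusted p reached 0.026 (edgeR), above the threshold. The largest falls at 18 h among the same genes were those of Foxd3, Enpp2, Gm12688, Sphkap and Fgf5, with log2 fold changes of -5.95, -5.52, -4.39, -4.31 and -4.26. Foxd3 fell from 44.6 ± 0.686 CPM to 0.711 ± 0.171 CPM (SD, n = 3 each) at 18 h. Genes that overlap others on the opposite strand, such as ccdc198, Hoxb5, Zfp703 and Enpp2, can share reads with them if the counting was not by strand.

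**Figure D1:**
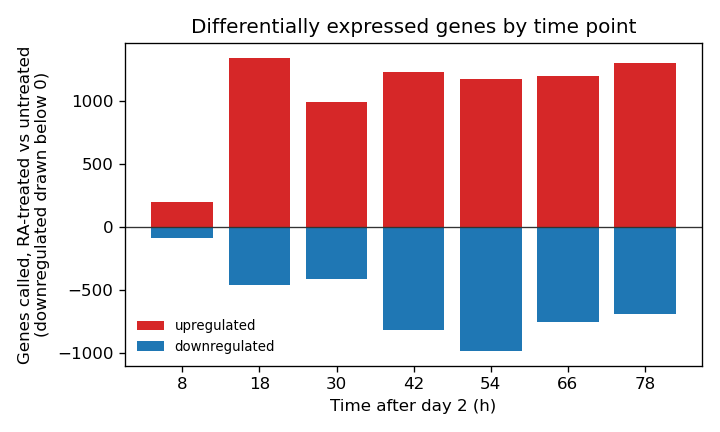
Number of genes called upregulated (red, above 0) or downregulated (blue, below 0) in RA-treated against untreated organoids (vertical axis) at each time after day 2 in hours (horizontal axis), with 3 libraries per group. The bars at 18 h stand for 1348 and 455 genes and those at 30 h for 994 and 412.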

We found that RA treatment downregulated the expression of *Enpp2*, which encodes the cellular enzyme that produces lysophosphatidic acid (LPA)^37^. 

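Enpp2 (ENSMUSG00000022425) lies on the minus strand of chromosome 15 of GRCm38, from 54838901 to 54952892, with 30 merged exons. An exon of Gm26684 overlaps it on the opposite strand, and Gm26684 had at most 5 counts in any library. At 18 h Enpp2 was at 27.1 ± 1.77 CPM (SD, n = 3) in untreated and 0.585 ± 0.268 CPM (SD, n = 3) in RA-treated organoids, a log2 fold change of -5.52 (standard error 0.16, adjusted p = 3.2e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 30 h it was at 6.22 ± 1.16 CPM and 0.457 ± 0.113 CPM (SD, n = 3 each), a log2 fold change of -3.76 (standard error 0.28, adjusted p = 1.6e-04 from the same edgeR test). These levels rest on 573 to 1101 counts per untreated library and 7 to 19 per RA-treated library at 18 h, and on 116 to 140 and 10 to 17 counts at 30 h. Every RA-treated library was below every untreated library at both time points (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). With each library left out in turn, the log2 fold change stayed between -5.85 and -5.22 at 18 h and between -3.91 and -3.58 at 30 h. Restricting the 30 h libraries to the earlier series of library numbers, which leaves RA replicate 1 against 3 untreated libraries and no test, moved it most, to -4.24. Before treatment, at day 2, Enpp2 was at 51.7 ± 3.82 CPM (SD, n = 3). Untreated organoids were below that level by 18 h, with a log2 change of -0.90 (adjusted p = 3.5e-07 from edgeR's quasi-likelihood test), and at 30 h the change was -3.05. In RA-treated organoids the change from day 2 was -6.45 at 18 h and -6.78 at 30 h. The 3 untreated libraries at 30 h are among those with low expression of Y-chromosome genes. From the lower expression of Enpp2, whose product makes LPA, the paper goes on to inhibit LPA synthesis with HA130.

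**Figure D2:**
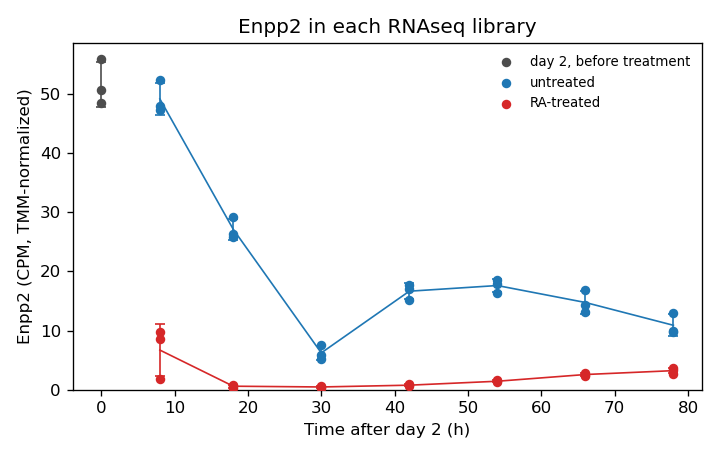
Enpp2 expression in CPM after TMM normalization (vertical axis) against time after day 2 in hours (horizontal axis), with a point per library and lines and bars for the mean and SD of 3 libraries. The RA-treated libraries at 18 h, with a mean of 0.585 CPM, lie below the untreated libraries, with a mean of 27.1 CPM.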

LPA is known to enhance the folding of developing mouse brains^38^ and increase the apical membrane area in human^39^ and gorilla^40^ neuroepithelial cells. To test the role of LPA synthesis on organoid morphogenesis, we treated day 2 organoids with varying concentrations of HA130, a small molecule inhibitor of LPA synthesis^41^, and analysed their morphology at day 4 (Fig. 3d (top) and Extended Data Fig. 6a,b). At low concentrations of HA130 (31–125 nM), the organoids primarily had a single lobule with many passages, resembling wiffle ball morphologies, similar to the untreated case and consistent with region III (Fig. 3e,f). Increasing the concentration of HA130 resulted in morphologies with fewer passages until at the highest concentration of HA130 used (2000 nM), the organoids resembled a set of elongated spheres, consistent with the gradual shift from region III to region II (Fig. 3d (top right) and Supplementary Video 11). This perturbation shows that the inhibition of LPA synthesis mimics the effect of RA treatment in organoid morphogenesis. Our theory based on reduced Gaussian rigidity predicts that further reduction in $$\bar{\kappa }/\kappa$$ can result in a transition from region II to region I, where both *trans* and *cis* fusion are disfavoured. This behaviour was not originally observed in the presence or absence of RA. To test this prediction, we applied varying concentrations of HA130 to RA-treated organoids, thus combining the effect of RA treatment and inhibition of LPA synthesis (Fig. 3d (bottom) and Extended Data Fig. 6a,c). For increasing concentrations of HA130 (31–2,000 nM), RA-treated organoids exhibited increasing numbers of lobules (Fig. 3f), consistent with the gradual suppression of *trans* fusion. At the highest concentrations of HA130 (500 and 2,000 nM), RA-treated organoids resulted in an ensemble of spherical lobules with lobule number *N* at day 4 comparable with day 2 organoids (Fig. 3d (bottom right) and Supplementary Video 12). This is consistent with the suppression of *trans* and *cis* fusion and a shift to region I in the state diagram (Fig. 3b). To follow the changes in topology for these conditions, we performed live imaging experiments and found that 2,000 nM HA130 greatly reduced the rates of *trans* and *cis* fusion (Extended Data Fig. 6d,e). By combining the effects of RA treatment with HA130, we achieved an attenuation of topological transitions corresponding to a shift in organoid morphogenesis from region III via region II to region I. The corresponding organoid shapes followed a trajectory in the (〈*v*〉, 〈*m*〉) diagram starting from the wiffle ball branch (Fig. 3e, dashed) at low 〈*m*〉, moving upwards and shifting towards region II. The trajectory transitions to the spherocylinder branch (Fig. 3e, solid) when passages are no longer observed corresponding to region II. The trajectory follows this branch towards large 〈*v*〉 and small 〈*m*〉 as the system shifts to region I. At the cellular level, the treatment with RA and HA130 lead to the reduced production of LPA, which is known to increase cortical contractility via the Rho/ROCK/myosin pathway^42^. To directly test the role of cell contractility on topological morphogenesis, we treated organoids with the ROCK kinase inhibitor Y-27632, which led to organoid topology and shape consistent with the prediction of reduced $$\bar{\kappa }/\kappa$$ and attenuation of fusion (Extended Data Fig. 7 and Supplementary Note). Note, however, that changes in cell mechanics may have consequences beyond Gaussian and bending rigidity. These pharmacological modulations allowed us to tune the topological morphogenesis by controlling the modes of fusion and their rates, giving rise to a broad range of morphologies with varying shapes and topologies.

In summary, by combining quantitative four-dimensional microscopy, theory and pharmacological perturbations, we have discovered how topological transitions drive neuroepithelial morphogenesis through *trans* and *cis* epithelial fusion. The morphological space can be captured by a single control parameter of epithelial fusion rates. We propose that this parameter is governed by the reduced Gaussian rigidity $$\bar{\kappa }/\kappa$$ of an epithelial surface. The physical principle of topological morphogenesis could apply to organ development in diverse contexts^43,44^. Topological morphogenesis may explain the normal development and pathology of the posterior neural tube, in which loops^45,46^ and multiple ectopic tubes^47,48^ have been reported. In engineering applications, we envision that the control of tissue topology will guide new strategies to design synthetic tissues.

## Methods

### Mouse ES cell and neuroepithelial organoid culture

Mouse ES cells were passaged in N2B27 medium with 2i/LIF following standard protocols^49^. To generate neuroepithelial organoids, we modified a published protocol for optic cup organoids^17^. On day 0, the ES cells were dissociated into single cells and re-aggregated in N2B27 neural induction medium (typically 1,000 cells per 50 μl per ml per well) in 96-well U-bottom low adhesion plates (ThermoFisher, 174925). On day 1, Matrigel (BD Biosciences, 354234) dissolved in 50 μl N2B27 medium was added to each well for a final concentration of 2.5% (v/v). On day 2, 50 μl N2B27 with or without all-*trans* RA (Sigma R2625) was added to each well. The final concentration of RA was 250 nM. In some experiments, organoids were treated with varying concentrations of HA130 (Echelon Biosciences, B-0701) to inhibit LPA synthesis, or with 20 μM Y-27632 (Tocris, #1254) to inhibit ROCK kinase. All the 3D morphological data in this study were collected from neuroepithelial organoids made from E14 mouse ES cells (a gift from M. Shahbazi, MRC Laboratory of Molecular Biology). The major morphological phenotypes induced by the addition of RA and HA130 were confirmed by experiments using R1 wild-type mouse ES cells (a gift from R. Naumann, MPI-CBG).

### Immunofluorescence and optical clearing of organoids

The organoid samples were washed in phosphate-buffered saline (PBS), fixed with ice cold 4% paraformaldehyde solution for 30 min, rinsed and stored in PBS at 4 °C. The organoids were permeabilized and blocked in a blocking solution (PBS + 0.5% (w/v) bovine serum albumin + 0.3% (v/v) Triton X-100) for 1 h at room temperature. Primary antibodies were diluted in 50 μl blocking solution and applied to organoids overnight with occasional mixing. After removal of the primary antibody solution, organoids were washed with 0.5 ml PBST (PBS + 0.3% Triton X-100) for 2 h and three times with occasional mixing. Secondary antibodies and DNA stains were diluted in 50 μl blocking solution overnight with occasional mixing. After removal of the secondary antibody solution, the organoids were washed with 0.5 ml PBST (for 2 h and three times) and finally stored in PBS. The primary antibodies used were rat anti-PODXL (R&D, MAB1556) at 1:40 dilution and mouse anti-ZO1 (Invitrogen, #33-9100) at 1:40 dilution. The secondary antibodies used were Alexa 568 anti-rat at 1:100 dilution and Alexa 647 anti-mouse at 1:100 dilution. The DNA stain was SYTOX Green (Invitrogen, S7020) used at 84 nM. Immunostained organoid samples were optically cleared using the second-generation ethyl cinnamate clearing protocol^50^.

### Fixed-sample imaging and 3D segmentation

Optically cleared organoids were transferred to an ethyl-cinnamate-resistant 96-well plate (Ibidi, #89621) for high-throughput imaging. The imaging was performed with an automated spinning-disc microscope (Yokogawa, Cell Voyager 7000S) equipped with a CSU-W1 spinning disc and a complementary metal–oxide–semiconductor camera (1,280 pixels × 1,080 pixels). To cover an entire well from a 96-well plate, four fields of view were acquired with a ×4 objective lens. These overview images were processed on the fly via a custom ImageJ macro executed by the SearchFirst module in the Wako Software Suite 2.0.20 that identified the coordinates of individual organoids. These coordinates were subsequently revisited with a ×20 air (NA = 0.75) Olympus objective. For each position, 300 planes with 0.8 μm spacing were acquired. Due to the ‘fish-bowl’ effect of ethyl cinnamate’s high refractive index (RI = 1.56), the effective *z* steps were 1.25 μm and the entire *z* stack encompassed 374 μm in sample depth. We used 2 × 2 binning on the camera, which resulted in images at 0.648 μm per pixel. For image analysis, we further binned the images in the *x*–*y* plane so that the 3D voxel dimensions were comparable (1.30 μm × 1.30 μm × 1.25 μm in the *x*, *y* and *z* directions). To segment the organoid outer boundary, we applied Otsu thresholding to the *z* stacks from the SYTOX Green channel. To segment the apical surface, we applied Otsu thresholding to the *z* stacks from the PODXL channel. The cell height of the epithelia was calculated for each organoid from identifying the boundaries from projections: cell height $$h=\sqrt{{A}_{\mathrm{outer}}/(4\uppi )}-\sqrt{{A}_{\mathrm{inner}}/(4\uppi )}$$, where *A*_outer_ and *A*_inner_ are the areas enclosed by the outer and inner (apical) convex hull boundaries, respectively. All the reported measurements have accounted for the effect of tissue shrinkage (factor of 0.603 in linear dimensions, experimentally determined) of the ethyl cinnamate clearing protocol.

### Live imaging and 3D segmentation

Neuroepithelial organoids were cultured as described above with the addition of 100 nM SiR-actin (Spirochrome) in the medium from day 1. Immediately after RA treatment on day 2, the organoids were transferred to custom multiwell chambers and imaged on a light sheet microscope (Viventis, LS1) equipped with a scientific complementary metal–oxide–semiconductor camera and 638 nm laser line. Every 30 min, *z* stacks were acquired at 3 µm intervals, covering a sample depth of 200 µm. For image analysis, we binned the images in the *x*–*y* plane so the voxel dimensions were nearly isotropic (2.76 μm × 2.76 μm × 3.00 μm in the *x*, *y* and *z* directions). To segment the organoid outer boundary, we applied multi-Otsu thresholding (classes = 3 using the lowest threshold) to the SiR-actin *z* stacks. To segment the apical surface, we applied multi-Otsu thresholding (classes = 4 using the highest threshold) to the SiR-actin *z* stacks.

### Surface construction and morphological analysis

The marching cubes algorithm was used to extract triangulated meshes from the segmented 3D images that represent the organoid outer boundary and apical surfaces. To reduce the mesh complexity, a combination of PyMesh functions were used to collapse the short edges (tolerance = 2 × the minimum voxel length of the input image), remove duplicated vertices, remove duplicated faces and remove degenerated/obtuse triangles. For each closed surface, we calculated volume *V*, surface area *A*, integral mean curvature *M* and Euler characteristic *χ* using the functions implemented in PyMesh and our custom code (Supplementary Note). These quantities were used to calculate the reduced volume $$v=3\sqrt{4\uppi }\,V/{A}^{3/2}$$, reduced curvature $$m=M/\sqrt{4\uppi A\,}$$, and topological genus *g* = 1 − *χ*/2 of epithelial lobules. Epithelial lobules with lumen volume *V* < 100 μm^3^ were excluded from the analysis. Organoid-level quantities were defined as total quantities *g* = ∑_*i*_*g*_*i*_ or as weighted averages 〈*v*〉 = ∑_*i*_*v*_*i*_*V*_*i*_/∑_*i*_*V*_*i*_ and 〈*m*〉 = ∑_*i*_*m*_*i*_*V*_*i*_/∑_*i*_*V*_*i*_, where index *i* enumerates all the *N* epithelial lobules of an organoid. All the computational analyses and visualizations in this study were performed using Python 3.7 with the libraries NumPy^51^, SciPy^52^, Pandas^53^, Matplotlib^54^, seaborn^55^, scikit-image^56^, PyMesh^57^, PyVista^58^ and Polyscope^59^.

### RNAseq and data processing

Organoids were grown in 35 mm MatTek dishes by seeding 3,000 5,000 R1 mouse ES cells in 50 μl Matrigel and cultured in 2 ml N2B27 medium at 37 °C, 5% CO_2_ via clonal growth as described in other work^60,61^. At day 2 (48 h post-seeding), the organoids were treated with or without 250 nM all-*trans* RA. The organoids were extracted from the Matrigel with a cell recovery solution (Corning 354253) at day 2 or at 8, 18, 30, 42, 54, 66 and 78 h after day 2. Three biological replicates were prepared for each cell population, yielding 45 independent samples for RNA extraction. For each sample, a minimum of 50,000 cells were collected for RNA extraction using the QIAGEN RNeasy Micro Kit. RNAseq libraries were prepared using the NEBNext Poly(A) mRNA Magnetic Isolation Module (E7490) and the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (E7420) according to the manufacturer’s instructions. For ligation, custom adaptors were used (Adaptor-Oligo 1: 5’-ACA CTC TTT CCC TAC ACG ACG CTC TTC CGA TCT-3’; Adaptor-Oligo 2: 5’-P-GAT CGG AAG AGC ACA CGT CTG AAC TCC AGT CAC-3’). The libraries were sequenced as 75 bp single end on an Illumina NextSeq500 system. RNAseq reads were trimmed using Trim Galore v0.5.0, filtered to remove abundant sequences using Bowtie 2 v2.3.4.1, aligned to the GRCm38 genome (Ensembl release 94) using STAR v2.6.0c and summarized per gene with featureCounts (subread v1.6.2). Further analysis was performed using DESeq2 v1.18.1. To identify significantly differentially regulated genes between untreated versus RA-treated cell populations, we focused on the 18 and 30 h post-day 2 time points, and selected genes with log_2_ fold change less than –1 or greater than 1 and false discovery rate of 0.01 (based on adjusted *p* values) in both time points, identifying 569 upregulated and 250 downregulated genes.

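With the same thresholds, edgeR's quasi-likelihood test called 576 genes upregulated and 166 downregulated at both 18 h and 30 h, so that 77.6% of the genes called at both were upregulated. DESeq2, which the paper used, called 674 and 221 on the same libraries in separate fits per time point, 739 and 246 when the 12 libraries of both time points shared one fit, a count added after the data were seen, and 871 and 251 when all 45 libraries did. With the replicate number as a block, edgeR called 525 and 160. Same-numbered libraries of the 2 groups deviated from their group means with a mean correlation across genes of -0.16 at 18 h and 0.18 at 30 h. With one library left out in turn, between 280 and 760 genes were upregulated and between 108 and 262 downregulated at both time points. The highest of these counts were obtained without RA 30 h replicate 2, the library at 30 h with the higher expression of Y-chromosome genes.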

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Research reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41567-022-01822-6.

## Supplementary information

Supplementary Information Supplementary note on theoretical analysis and figures.

Reporting Summary

Supplementary Video 1 Surface representations of an untreated organoid. Same organoid as in Fig. 1b. Organoid outer boundary (magenta) and apical surfaces (green) were reconstructed from day 4 organoids stained for DNA and anti-PODXL.

Supplementary Video 2 Surface representations of an RA-treated organoid. Same organoid as in Fig. 1b. Organoid outer boundary (magenta) and apical surfaces (green) were reconstructed from day 4 organoids stained for DNA and anti-PODXL.

Supplementary Video 3 Live imaging of an untreated organoid undergoing morphogenesis from day 2 to 4. Maximum intensity projections of SiR-actin volumetric images are shown as videos.

Supplementary Video 4 Live imaging of an RA-treated organoid undergoing morphogenesis from day 2 to 4. Maximum intensity projections of SiR-actin volumetric images are shown as videos.

Supplementary Video 5 Surface rendering of untreated organoid morphogenesis. This corresponds to SiR-actin (Supplementary Video 3). Organoid outer boundary (magenta, transparent) and apical surfaces (green).

Supplementary Video 6 Surface rendering of an RA-treated organoid morphogenesis. This corresponds to SiR-actin (Supplementary Video 4). Organoid outer boundary (magenta, transparent) and apical surfaces (green).

Supplementary Video 7 Mean curvature of an untreated organoid. The blue–red (low–high) colour map indicates the mean curvature of apical surfaces during day 2–4 morphogenesis of an untreated organoid.

Supplementary Video 8 Mean curvature of an RA-treated organoid. The blue–red (low–high) colour map indicates the mean curvature of apical surfaces during day 2–4 morphogenesis of an RA-treated organoid.

Supplementary Video 9 Gaussian curvature of an untreated organoid. The purple–green (low–high) colour map indicates the Gaussian curvature of apical surfaces during day 2–4 morphogenesis of an untreated organoid.

Supplementary Video 10 Gaussian curvature of an RA-treated organoid. The purple–green (low–high) colour map indicates the Gaussian curvature of apical surfaces during day 2–4 morphogenesis of an RA-treated organoid.

Supplementary Video 11 Surface representations of an organoid treated with 2 μM HA130. Same organoids as in Fig. 3d. Organoid outer boundary (magenta) and apical surfaces (green) were reconstructed from day 4 organoids stained for DNA and anti-PODXL.

Supplementary Video 12 Surface representations of an organoid treated with RA and 2 μM HA130. Same organoids as in Fig. 3d. Organoid outer boundary (magenta) and apical surfaces (green) were reconstructed from day 4 organoids stained for DNA and anti-PODXL.

Supplementary Table S1 Genes that are differentially regulated in response to RA treatment as identified from the RNAseq of organoids. 

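The paper's table lists 819 genes, 569 with positive and 250 with negative log2 fold changes, and 817 of them were matched by symbol to the deposited counts. Of these, 406 were called in the same direction at both 18 h and 30 h by edgeR's quasi-likelihood test, 333 at 18 h only, 8 at 30 h only and 70 at neither time point. A further 336 genes were called at both time points and are not among the genes of the table. The table has a single column of fold changes, and the paper's text does not name the fit it comes from. Against DESeq2 fits of the deposited counts, the median absolute difference from that column was 0.29 on the log2 scale for 18 h, 0.69 for 30 h and 0.42 for one RA effect over the 12 libraries of both time points. The paper's table gives Enpp2 a log2 fold change of -3.55, and the DESeq2 fits gave -5.56 at 18 h and -3.80 at 30 h.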

Columns represent (1) gene symbol, (2) log_2_ fold change in the transcript, RA-treated over untreated organoids, (3) –log_10_(*p*_adj_) and (4) *p*_adj_, where *p*_adj_ is the adjusted *p* value of statistical significance as determined by DESeq2 for three biological replicates of untreated organoids versus three biological replicates of RA-treated organoids from 18 and 30 h post-day 2 time points.

## Data Availability

The RNAseq data associated with this study have been deposited to NCBI GEO under accession code GSE214368. All other data that support the plots within this paper and other findings of this study are available from the corresponding authors upon reasonable request. Source data are provided with this paper.

## Source data

Source Data Fig. 1 Source data for the plots in Fig. 1.
Source Data Fig. 2 Source data for the plots in Fig. 2.
Source Data Fig. 3 Source data for the plots in Fig. 3.
Source Data Extended Data Fig. 7 Source data for the plots in Extended Data Fig. 7.

How the deposited data were processed for this re-analysis (not part of the article)

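RNA was sequenced from organoids of R1 mouse embryonic stem cells at day 2 and at 7 later time points with or without RA, with 3 libraries for each of 15 conditions. The authors trimmed the reads with Trim Galore, removed abundant sequences with Bowtie 2, aligned to GRCm38 (Ensembl annotation) with STAR and deposited raw counts per gene from featureCounts, without normalization or pooling of replicates. Each column of the table was matched to a sample by the library number in the sample's title. Of 54532 genes in the table, 54495 were placed on GRCm38 through the GENCODE M21 annotation and 54409 had a symbol. The release of the annotation used for positions differs from the one the authors counted on, so that overlaps between genes can differ.

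Tests of single genes were computed from the deposited counts with edgeR 4.0.16 in R 4.3.3, unless another method is named. Libraries were normalized by TMM, genes with low counts were removed by filterByExpr (minimum count 10, minimum total count 15), and each comparison was fitted on its own 6 libraries with glmQLFit and glmQLFTest. The standard error of a log2 fold change is its size divided by the square root of the test's F statistic. The difference of the RA effect between 18 h and 30 h was tested as an interaction over the 12 libraries, with an adjusted p under 0.01. Adjusted p-values follow Benjamini and Hochberg. CPM values for levels were normalized by TMM over all 45 libraries. Exact permutation tests used log2(CPM + 0.01), and other comparisons across genes used log2(CPM + 1). Random lists of genes, 10000 for each list, were matched on mean expression.

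The conditions, the tests behind the reported comparisons and the alternatives listed here were fixed before the data were examined, and so was the rule for the genes that are named: genes the paper names, Hox genes, genes of lists fixed beforehand, and the 5 largest rises and falls at 18 h among genes called at both time points whose libraries do not overlap at either and whose mean is at least 1 CPM over the 12 libraries. The 4 genes of the Y chromosome, Rhox5 and Xist are outside that rule and are named after their values were seen. Some genes within the rule are not reported here. The alternatives were RLE size factors, library totals, DESeq2 1.42.0 on the same libraries or on all 45, one edgeR fit of all 45 libraries, no filter or at least 10 counts in every library, a prior count of 2, the replicate number as a block, other thresholds, one RA effect over 18 h and 30 h, the earlier library series only for Enpp2 at 30 h, and each library left out in turn. Replicate numbers come from the sample titles, and the paper does not state that equal numbers were grown together. The comparison of the paper's Supplementary Table S1 with every pair of time points, the counts from one DESeq2 fit of the 12 libraries of 18 h and 30 h, the other groupings of the libraries and most tests of explanations were added after the data were seen.

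On simulated counts with the real genes' means and library sizes and 200 changed genes, the edgeR test recovered 99.5% of the changed genes among 16374 genes run with 0 false calls, DESeq2 recovered 97.0% among 20112, and the interaction term 99.5% among 16882 with 1 false call. All simulated genes had the same spread, and no library was set apart from its group. The changed genes were well counted, and their changes lay well above the fold change threshold. These shares thus check the code and do not give the sensitivity on the real counts. Totals of 17298632 to 39688686 counts per library mean that 3 counts, the smallest amount taken as detected, correspond to well under 1 CPM. Floors of this kind cover counting error only, since reads without molecular identifiers are not independent molecules. Measurements of organoid shape, HA130 and Y-27632 treatment were not analysed here.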

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

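The comparisons with other groupings of the libraries were chosen after the results were seen. Groups of 3 libraries are too small for the check for single extreme samples.

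The RA effect differed between 18 h and 30 h for 538 of 17341 genes at an adjusted p under 0.01 (interaction term in edgeR). Of the 16 regroupings that part all 3 same-numbered pairs at both time points, as the real one does, 1 gave as many genes, the real one, and the highest count of the others was 240. The others of the 100 regroupings part fewer pairs, and 1 of all 100, the real one, reached 538. A set of 16 cannot give a share under 0.05 whatever its counts, so that this number alone does not tell the result from another grouping. In the 6 libraries at 18 h the mean over 4 genes of the Y chromosome was 49.9 to 60.2 CPM, and in 5 of the 6 libraries at 30 h it was 1.22 to 3.28 CPM. The time points thus differ in the expression of these genes as well as in time, and the 538 genes cannot be told apart from whatever underlies that difference. Without RA 30 h replicate 2, the library at 30 h with 30.0 CPM, the count was 2146.

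At 8 h, on which the paper's text reports no genes, 285 genes were called, 200 upregulated and 85 downregulated. Of the 4 splits of the 6 libraries that part all same-numbered pairs, 1 gave as many genes, the real one. Every other split, including those that part fewer pairs, gave 0 genes at the thresholds. At an unadjusted p under 0.05 they gave 72 to 658 genes and the real grouping 4551. With 4 splits a share under 0.05 cannot be reached whatever the counts, so that their number alone does not tell the result from another grouping. RA 8 h replicate 3 had a mean of 3.73 CPM over the Y-chromosome genes, and without it 606 genes were upregulated and 227 downregulated. The genes called at 8 h were thus fewer with that library than without it.

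At 42, 54, 66 and 78 h, on which the paper's text reports no genes either, 2056, 2160, 1954 and 1995 genes were called. At each of these time points 1 of the 4 splits that part all same-numbered pairs gave as many genes, the real one, and every other split gave 0. At an unadjusted p under 0.05 the real grouping gave 9352, 9390, 9076 and 9141 genes at 42, 54, 66 and 78 h. The other splits, including those that part fewer pairs, gave 48 to 607 genes at 42 h and 58 to 309 at 54 h. They gave 52 to 653 at 66 h and 53 to 579 at 78 h. Here too 4 splits cannot give a share under 0.05 whatever the counts. All libraries at 42 h are of the earlier series of library numbers and all at 66 h and 78 h of the later series, treated and untreated alike, so that the series does not part the groups there. At 54 h untreated replicate 3 is of the later series and the other 5 libraries are of the earlier. The mean over the Y-chromosome genes was 22.6 to 35.5 CPM in the libraries of these 4 time points. The counts of the real grouping nevertheless argue against another split of the same libraries, since every other split fell far below them. RA-treated and untreated libraries thus differed at each of these 4 time points.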

How the results depend on the processing

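For the counts of genes and the Enpp2 comparisons, 254 of 325 values under alternatives other than leaving out a library stayed on the same side of the threshold or within 1.5 times the count, 7 became stronger and 64 moved. With one library left out, 197 of 234 stayed, 1 became stronger and 36 moved. For the single genes named among many, 806 of 813 stayed, 1 was weaker, 5 were stronger and 1 reversed, and with one library left out 537 of 564 stayed, 24 were weaker, 1 was stronger and 2 reversed. The reversals were Rock1 at 30 h, with log2 fold changes of 0.0555 with library totals and 0.0793 without RA 30 h replicate 2, and Rock2 at 30 h, with -0.0363 without RA 30 h replicate 3. Library totals raised the median log2 fold change of all genes at 30 h from 0.04 to 0.18. The sign change of Rock1 with library totals thus cannot be told apart from that shift. With one library left out, Rock1 log2FC at 30 h ranged from -0.327 to 0.0793 and Rock2 log2FC at 30 h from -0.0363 to 0.405. None of these passed the threshold. The cause of the changes given here was not tested.

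The log2 fold change of Enpp2 was negative at each of the 7 time points under each alternative run. The Enpp2 log2FC at 8 h was -2.83 with an adjusted p of 0.012 (edgeR), and it passed the threshold of 0.01 with DESeq2 (-2.87), DESeq2 on all 45 libraries (-2.86), one edgeR fit of all 45 libraries (-2.84) and no filter on low counts (-2.85). The adjusted p over all alternatives other than leaving out a library ranged from 2.3e-25 to 0.028. With one library left out the value ranged from -3.21 to -2.41 across 6 fits, and it passed without RA 8 h replicate 3. At 30 h it was -4.24 with the earlier library series only, for which counts of genes could not be computed because 1 RA-treated library remains. The difference of the RA effect on Enpp2 between 30 h and 18 h was 1.79, with an adjusted p of 0.016 (edgeR), and passed the threshold with DESeq2 (1.77), DESeq2 on all 45 libraries (1.74) and no filter (1.80). The adjusted p over its alternatives ranged from 2.8e-04 to 0.034.

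With an adjusted p under 0.05 and no minimum fold change, 1992 genes were up and 1636 down at both 18 h and 30 h. At the single time points the numbers up and down were 944 and 832 at 8 h, 4765 and 4307 at 18 h, 2700 and 2109 at 30 h, 4475 and 3908 at 42 h, 4421 and 4053 at 54 h, 4123 and 3867 at 66 h, and 4337 and 3674 at 78 h. With glmTreat against a log2 fold change of 1, 185 and 62 genes were called at both, 55 and 7 at 8 h, 521 and 185 at 18 h, 307 and 114 at 30 h, 573 and 340 at 42 h, 528 and 389 at 54 h, 576 and 283 at 66 h, and 664 and 233 at 78 h. That test called 35 developmental transcription factor genes and 210 genes of Supplementary Table S1 at both time points. With one RA effect over 18 h and 30 h in edgeR, 1484 genes were up and 462 down, with 89 developmental transcription factor genes and 631 genes of the table. DESeq2 on all 45 libraries gave 871 up and 251 down at both time points, and one edgeR fit of all 45 libraries 883 and 254. The number of genes up at 8 h was 524 with DESeq2 on all 45 libraries, 511 with one edgeR fit of all 45, 363 with DESeq2 and 347 with no filter on low counts, and the number of genes down at 8 h was 314, 298, 200 and 190. DESeq2 on all 45 libraries and one edgeR fit of all 45 put the genes up at 30 h at 1882 and 1973 and the genes down at 30 h at 724 and 691. With at least 10 counts in every library, 7 Hox genes and 24 developmental transcription factor genes were called at both time points. The number of genes whose RA effect differs between 18 h and 30 h was 1033 with DESeq2, 1673 with DESeq2 on all 45 libraries, 1315 with one edgeR fit of all 45 libraries and 860 with no filter.

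One DESeq2 fit of the 12 libraries of 18 h and 30 h, and fits with one RA effect over a pair of time points, were added for these counts after the data were seen. The fit of 12 libraries gave 739 genes up and 246 down at both time points, with 508 genes of the table. With one RA effect, the fits over 18 h and 30 h gave 1645 genes up and 544 down with time point and RA in the model, 1469 and 468 with RA only, and 1561 and 506 with shrunken fold changes, with 629, 607 and 616 genes of the table. For the libraries labelled 8 h and 18 h the counts were 997 and 444, 917 and 409, and 849 and 384, with 743, 725 and 693 genes of the table.

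With the replicate number as a block, 90 genes were up and 35 down at 8 h, and 318 genes differed in their RA effect between 18 h and 30 h. At both 18 h and 30 h the block gave 525 up and 160 down. The correlation across genes of the deviations of same-numbered libraries averaged 0.05 over the 7 time points and ranged from -0.39 to 0.52 for single pairs. By time point its mean ran from -0.26 at 42 h to 0.33 at 66 h, and was 0.23 at 78 h. The counts with the block at these time points are not given here.

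With one library left out, the genes up at both time points ranged from 280 to 760 and the genes down from 108 to 262 across 12 fits. Genes of Supplementary Table S1 called at both ranged from 256 to 506, and genes whose RA effect differs from 309 to 2146. At 8 h the ranges were 59 to 606 up and 20 to 227 down across 6 fits, and at 30 h 386 to 1508 up and 224 to 764 down. The highest counts at 8 h were without RA 8 h replicate 3 and those at 30 h without RA 30 h replicate 2. With library totals in place of TMM the median log2 fold change of all genes was 0.14 against 0.02 at 18 h and 0.18 against 0.04 at 30 h, and directions are relative to TMM. Depth limits genes near the floor, such as Enpp2 with 7 to 19 counts per RA-treated library at 18 h.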

Differences from the paper's values

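The paper gives 250 downregulated genes at both 18 h and 30 h, and 166 were called here. Among the alternatives set before the data were examined, the count was within 1.5 times the paper's with RLE size factors (177), DESeq2 (221), DESeq2 on all 45 libraries (251), one edgeR fit of all 45 libraries (254) and no filter on low counts (213). The same held without untreated 18 h replicate 1 (167) or 2 (170), RA 18 h replicate 2 (172) or 3 (169), or RA 30 h replicate 2 (262). It did not hold with library totals, at least 10 counts in every library, a prior count of 2, the replicate block, the other thresholds, one RA effect over both time points or any other library left out. DESeq2 and edgeR on all 45 libraries gave 871 and 883 upregulated genes, more than 1.5 times the paper's 569. These settings thus moved the upregulated count away from the paper's. One DESeq2 fit of the 12 libraries of both time points, chosen for these counts after seeing the values, gave 739 upregulated and 246 downregulated genes, with 508 genes of the paper's table called in the same direction.

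The paper's Supplementary Table S1 has a single column of log2 fold changes, which was set beside the values at 18 h and at 30 h. A gap is called closed where the value came within the replicate SD of the paper's, which need not be close to it. For Sphkap the paper's value is -2.88 against -4.31 at 18 h and -3.64 at 30 h, and a prior count of 2 closed the gap at 30 h (-3.18). For Foxd3 the paper's value is -4.59 against -5.95 at 18 h and -6.56 at 30 h, and the gap at 30 h was closed without RA 30 h replicate 1 (-6.22) or 3 (-6.08). The replicate SD of Foxd3 at 30 h was 1.65, so that these values count as closed while still well below the paper's. For Podxl the paper's value is -2.29 against -2.13 at 18 h and -1.50 at 30 h. The gap at 18 h was closed by RLE size factors (-2.15), DESeq2 (-2.16) and without untreated replicate 2 (-2.20) or RA replicate 2 (-2.17), and the gap at 30 h by the replicate block (-1.61) and without untreated replicate 3 (-1.59) or RA replicate 2 (-2.02). Podxl did not pass the threshold at 30 h (adjusted p = 0.012, edgeR), and it passed with DESeq2, DESeq2 on all 45 libraries, one edgeR fit of all 45 libraries, no filter, the replicate block and without RA 30 h replicate 2, and with the DESeq2 fit of 12 libraries chosen after seeing the values (-1.51). The adjusted p over the alternatives set before the data were examined, other than leaving out a library, ranged from 1.7e-06 to 0.020. The gaps at 18 h for Foxd3 and Sphkap were closed by none of the alternatives set before the data were examined that were run for single genes. The same is true of Zfp703 (6.23 in the paper, 7.04 at 18 h), Cyp26a1 (6.03 in the paper, 6.63 at 18 h and 3.19 at 30 h), Enpp2 (-3.55 in the paper, -5.52 at 18 h), Gm12688 (-3.40 in the paper, -4.39 at 18 h and -4.83 at 30 h) and Fgf5 (-4.04 in the paper, -5.70 at 30 h). At the other time point the values of Zfp703 (6.16 at 30 h), Enpp2 (-3.76 at 30 h) and Fgf5 (-4.26 at 18 h) were within the replicate SD of the paper's. Fgf5 at 18 h was outside it with DESeq2 (-4.29), RLE size factors, one edgeR fit of all 45 libraries and no filter. Under the other alternatives run for it, Fgf5 was within it. With one library left out, Fgf5 was within it only without RA 18 h replicate 1 (-4.14). Enpp2 at 30 h was outside it on the earlier library series alone (-4.24). One RA effect over 18 h and 30 h was set before the data were examined for the counts and for the table as a whole, and was compared for these single genes only after seeing the values. With edgeR it closed the gap at 18 h for Zfp703 (6.61) and those at 30 h for Cyp26a1 (5.06), Foxd3 (-6.23), Fgf5 (-4.91) and Podxl (-1.81), 5 of 13. With DESeq2 it closed 2 of 13, Zfp703 at 18 h (6.60) and Podxl at 30 h (-1.83), as did the mean of both time points in the DESeq2 fit of all 45 libraries (6.61 and -1.82). With RA only in the DESeq2 model, chosen after seeing the values, the gaps closed were Zfp703 at 18 h (6.58) and Cyp26a1 (5.64), Fgf5 (-4.81) and Podxl (-1.91) at 30 h. With shrunken fold changes, also chosen after seeing the values, they were Zfp703 (6.29) and Enpp2 (-4.25) at 18 h and Foxd3 (-5.30), Fgf5 (-4.35) and Podxl (-1.76) at 30 h.

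DESeq2 fits of one RA effect were compared with the paper's table for all 21 pairs of time points under 3 models, 63 fits chosen after seeing the values. The fits nearest the table were those over the libraries labelled 8 h and 18 h, with a median absolute difference on the log2 scale of 0.060 over 805 genes with time point and RA in the model, 0.090 with RA only and 0.14 with shrunken fold changes. The lowest value among the other 20 pairs was 0.32. For the 8 genes above, the fold changes at 18 h or 30 h differed from the paper's in 13 comparisons, and the fit over 8 h and 18 h with time point and RA, chosen after seeing the values, was within the replicate SD of the paper's value in 13 of 13. With RA only it was within it in 10. The fit over 8 h and 30 h with time point and RA came next with 9. With shrunken fold changes the fit over 8 h and 18 h was within it in 3. The shrunken fit over 18 h and 54 h was within it in 6 and that over 18 h and 30 h in 5. The log2 fold change of Enpp2 over 8 h and 18 h was -4.16 with time point and RA, -3.38 with RA only and -2.07 with shrunken fold changes. Fits over other pairs, such as 8 h and 30 h (-3.28) and 18 h and 78 h (-3.60), were within the replicate SD of the paper's value for Enpp2 too. Over 8 h and 18 h, 743, 725 and 693 genes of the table were called in the same direction. Of the 63 fits, 0 gave both the paper's number of upregulated and its number of downregulated genes. Nearest to both was the fit over 8 h and 78 h with shrunken fold changes, with 567 upregulated and 243 downregulated genes, of which 306 were genes of the table with the same direction.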

Other observations

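The tests on scaling, GC content, gene length, germline genes and later changes in untreated organoids were written before their results were seen, and all other tests here were chosen after, including the form of the test on Y-chromosome genes, which was changed once their values were known.

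RA 30 h replicate 2 and RA 8 h replicate 3 lay apart from the other libraries of their groups. Over 14317 genes the SD of the log2 deviation from the other libraries of the group was 0.56 and 0.52 for these libraries, the largest of the 45, against a median of 0.17. The mean over the 4 genes of the Y chromosome was 3.73 CPM in RA 8 h replicate 3, which is 0.044 times the mean of replicates 1 and 2. At 30 h it was 3.28, 2.58 and 3.20 CPM in untreated replicates 1 to 3 and 1.22, 30.0 and 2.03 CPM in RA replicates 1 to 3. At 18 h the libraries were at 49.9 to 60.2 CPM, and from 42 h to 78 h at 22.6 to 35.5 CPM. Rhox5 and Xist, chosen after their values were seen, were at 12.1 and 4.18 CPM in RA 8 h replicate 3, against 227 and 155 CPM in replicate 1 and 236 and 212 CPM in replicate 2. In RA 30 h replicate 2 they were at 131 and 55.6 CPM, against 7.52 and 1.70 CPM in replicate 1 and 6.88 and 2.59 CPM in replicate 3. A candidate explanation is a difference between the cells, such as a loss of the Y chromosome in most cells or another stock of cells. The deviations of the 2 libraries had a correlation across genes of -0.425, outside the range of -0.235 to 0.155 with 39 other libraries. A list of 24 germline genes that depend on DNA methylation had a median deviation of -0.34 in RA 8 h replicate 3, at percentile 0.34 of 10000 random lists matched on expression, the direction seen for Rhox5. The library series did not account for the pattern, since libraries of the later series in other groups deviated 0.36 times as much. RA 30 h replicate 2 lay at 0.62 on the axis from RA 18 h (0) to RA 42 h (1), beside 0.67 and 0.61 for RA 30 h replicates 1 and 3, so that sampling at 18 h or 42 h was not seen. On the axis from RA 8 h replicates 1 and 2 (0) to RA 30 h replicates 1 and 3 (1), RA 8 h replicate 3 lay at 0.172 and RA 30 h replicate 2 at 0.708, so that an exchange of these libraries was not seen. Of the 2 libraries, 0 had a total count outside the range of the others. The explanations by the cells remain and cannot be told apart from each other, or from errors in labelling other than those tested here. The design gives no biological explanation for the difference.

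Untreated Enpp2 was lower at 30 h, at 6.22 CPM, than at 18 h and 42 h, at 27.1 and 16.7 CPM. The deviation of the untreated 30 h libraries from these neighbours had a correlation across genes of 0.605 with the deviation of RA 8 h replicate 3, outside the range of -0.152 to 0.140 for 30 other libraries. The lower level at 30 h may therefore reflect the cells and cannot be told apart from an effect of time. Between 18 h and 30 h the untreated mean of Enpp2 changed by -2.13 and the RA-treated mean by -0.36 on the log2 scale. The difference between the RA effects is by arithmetic the difference of these changes, so that they do not test what made the effect smaller, and it did not pass its threshold.

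The fold changes of the paper's Supplementary Table S1 lay nearer to 18 h than to 30 h. A candidate explanation is that they are of one RA effect over the libraries labelled 8 h and 18 h, for which the median absolute difference was 0.060, the smallest of the 63 fits, and which came first of 21 pairs under each of 3 models. The paper describes the table as from 18 h and 30 h. The samples were kept here as they are labelled.

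More genes were raised than lowered by RA at 18 h and 30 h. The share of raised genes among those called moved by at most 8.50 percentage points under RLE size factors and library totals. Across genes the log2 fold change at 18 h had a Spearman's rho of 0.0508 with GC content and 0.0710 with gene length. RLE and TMM both centre the fold changes, and the correlations are over all tested genes and not over the balance among those called, so that the pattern cannot be told apart from these sources. With an adjusted p under 0.05 and no minimum fold change the excess was smaller, with 4765 genes up and 4307 down at 18 h, 2700 and 2109 at 30 h, and 1992 and 1636 at both. At 18 h and at 30 h 1 of the 4 splits that part all same-numbered pairs called as many genes, the real one, and so did 1 of 16 regroupings for genes called at both. In all other splits 0 genes were called. At an unadjusted p under 0.05 they gave 51 to 391 genes at 18 h and 48 to 749 at 30 h. The real grouping gave 9880 and 6820.

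Genes lowered by RA at 18 h fell later in untreated organoids, with a median log2 change of -0.34 from 42 h to 66 h, lower than in each of 10000 random lists matched on expression. Genes raised at 18 h had a median change of 0.13, higher than in each random list. Both are consistent with the hypothesis that RA brings forward changes that untreated organoids make later. The untreated libraries at 42 h and 66 h are of different library series. Untreated 54 h replicate 3, the one library of the later series in its group, had a deviation SD from its replicates of 0.167, against a median of 0.172 over the 45 libraries.

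Podxl, which encodes the apical protein PODXL, was at 60.1 ± 3.04 CPM with RA against 265 ± 21.4 CPM without at 18 h, and at 185 ± 4.86 against 217 ± 13.9 CPM at 78 h (SD, n = 3 each). At 30 h its log2 fold change was -1.50 with an adjusted p of 0.012 (edgeR) and did not pass the threshold. Tjp1 had log2 fold changes of 0.18 at 18 h and -0.14 at 30 h, Rock1 of 0.37 and -0.08, and Rock2 of 0.83 and 0.21, and none was called. At 18 h Rock2 was at 270 ± 39.5 CPM with RA against 153 ± 14.3 CPM without (SD, n = 3 each). It missed only the fold change threshold there, since with any library left out its adjusted p was at most 8.8e-05 (edgeR). Of 18 tested genes of the LPA pathway 2 were called at both, Enpp2 (down) and Plppr1 (up). With one library left out, the adjusted p of Plppr1 at 30 h reached 0.0125 (edgeR), above the threshold of 0.01.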
